# A systematic screen identifies Saf5 as a link between splicing and transcription in fission yeast

**DOI:** 10.1371/journal.pgen.1011316

**Published:** 2024-06-04

**Authors:** Sonia Borao, Montserrat Vega, Susanna Boronat, Elena Hidalgo, Stefan Hümmer, José Ayté

## Abstract

Splicing is an important step of gene expression regulation in eukaryotes, as there are many mRNA precursors that can be alternatively spliced in different tissues, at different cell cycle phases or under different external stimuli. We have developed several integrated fluorescence-based *in vivo* splicing reporter constructs that allow the quantification of fission yeast splicing *in vivo* on intact cells, and we have compared their splicing efficiency in a wild type strain and in a *prp2-1* (U2AF65) genetic background, showing a clear dependency between Prp2 and a consensus signal at 5’ splicing site (5’SS). To isolate novel genes involved in regulated splicing, we have crossed the reporter showing more intron retention with the *Schizosaccharomyces pombe* knock out collection. Among the candidate genes involved in the regulation of splicing, we have detected strong splicing defects in two of the mutants -*Δcwf12*, a member of the NineTeen Complex (NTC) and *Δsaf5*, a methylosome subunit that acts together with the survival motor neuron (SMN) complex in small nuclear ribonucleoproteins (snRNP) biogenesis. We have identified that strains with mutations in *cwf12* have inefficient splicing, mainly when the 5’SS differs from the consensus. However, although *Δsaf5* cells also have some dependency on 5’SS sequence, we noticed that when one intron of a given pre-mRNA was affected, the rest of the introns of the same pre-mRNA had high probabilities of being also affected. This observation points Saf5 as a link between transcription rate and splicing.

## Author summary

Diversity in gene expression extends to various levels, and splicing is no exception. Unlike more straightforward organisms like budding yeast, which feature a fundamental set of splicing components and a limited count of constitutively-processed introns, fission yeast stands out. In fission yeast, there is a greater abundance of introns, and the splicing machinery is more intricate, encompassing non-essential splicing factors. In this study, we conducted a genetic screening to identify non-essential genes regulating basal splicing. Notably, Saf5 emerged as a standout candidate. Cells lacking Saf5 exhibited significantly impaired growth, with viability limited to 30°C, indicating heightened sensitivity to both cold and heat stress. A detailed analysis of splicing efficiency revealed that Saf5’s role in splicing is not dictated by *cis* elements but is intricately tied to the transcription rate of individual genes. Consequently, Saf5 proves indispensable for the proper splicing of highly transcribed genes, yet dispensable for those with lower transcription rates. This pivotal role positions Saf5 as a crucial link bridging splicing and transcription processes.

## Introduction

Splicing of messenger RNA precursors (pre-mRNA) is a crucial process in the regulation of gene expression. Most pre-mRNA transcripts contain non-coding sequences, known as introns, which must be removed to produce functional mRNA. Splicing involves excising the introns from pre-mRNA and ligating the coding sequences (exons) to form mature mRNA. This process is catalyzed by the spliceosome through two consecutive trans-esterification reactions [1]. The spliceosome’s assembly occurs after defining the exon-intron borders during the formation of the earliest spliceosome precursor (E-complex) [2–4].

The definition of the E-complex involves different cis-elements within the pre-mRNA sequence and several splicing factors (trans-elements). The 5’ splicing site (ss) is recognized by base pairing with the 5’-end of U1 snRNP [5–7], while the non-snRNP splicing factor SF1 recognizes the Branch Point (BP) [8, 9]. Both subunits of the U2AF heterodimer (U2AF65 and U2AF35) are recruited to the polypyrimidine track and the AG dinucleotide within the 3’ss, respectively [10–13].

Correct splicing is of utmost importance, as its misregulation has been implicated in various human diseases, including cancer, cardiovascular and neurological disorders, diabetes, and Alzheimer’s [14]. Disruptions in pre-mRNA splicing leading to human diseases can be categorized into two groups: cis-acting mutations that impede proper recognition of pre-mRNA by splicing factors, modifying the prevalence of constitutive or alternative splice sites, and trans-acting mutations that directly affect the expression of splicing factors, impacting basal or constitutive splicing, or factors regulating alternative splicing, such as SR proteins or hnRNPs [15].

*Schizosaccharomyces pombe*, with approximately 6000 genes, presents an ideal model to study conserved cellular processes across eukaryotes [16,17]. Roughly 43% of its genes contain introns, often multiple ones (up to 15 introns). In contrast to other unicellular yeast species like *Saccharomyces cerevisiae*, which have a limited number of introns, *S*. *pombe* provides an excellent opportunity to explore the molecular basis of splicing. Notably, fission yeast introns are relatively small compared to budding yeast, with average intron sizes of 83 and 256 nucleotides (nt), respectively. In contrast, in *S*. *pombe*, the 5’ss and BP exhibit variability comparable to corresponding sequences in mammals [18–20].

Previous studies, including intron lariat sequencing, short-read RNA sequencing (RNA-seq), and Iso-Seq, have unveiled many low-frequency alternative isoforms, indicating relatively low splicing fidelity in fission yeast [21–23]. However, regulated alternative splicing has not been observed as a major issue in mitotically active fission yeast cells [24]. Interestingly, certain genes seem to be regulated by splicing during sexual differentiation. For instance, the 80 nt intron in the pre-mRNA encoding the meiotic cyclin Rem1 is spliced after the initiation of meiosis when the gene is transcribed by the Forkhead family transcription factor Mei4 [25,26].

To search for global regulators of splicing, we have conducted an in vivo screening using the model organism *S*. *pombe*. To facilitate this study, we developed reporter strains allowing us to measure splicing efficiency through quantitative fluorescence. These reporters are derived from the *rhb1* gene, incorporating its first intron (rhb11-170), with both wild-type and mutated versions. This specific construct, previously used to study the sensitivity of certain introns to Prp2 inactivation (fission yeast U2AF65) [27], will help to gain a deeper understanding of splicing, its regulatory mechanisms and its potential linkage to various diseases.

## Results

### Generation of a genetically-encoded splicing reporter

To explore novel factors involved in the regulation of splicing, we generated a construct containing part of the *rhb1* gene (the first exon, the first intron and the first 49 nucleotides of the second exon). This intron is constitutively spliced in a wild type background, since it has canonical 5’ss and 3’ss [27]. Our engineered reporter was flanked by two different fluorescent proteins (mRFP and YFP), so that only when spliced, yellow fluorescence could be detected since the intron introduces a STOP codon in the ORF (Figs 1A and 1B and S1A). We hypothesized that it would be difficult to find in fission yeast viable deletions of splicing factors capable of regulating the splicing of fully consensus introns. Thus, we generated a set of reporters in which either the 5’ splicing site (5’ss), the branchpoint (BP) or both were mutated (5’SS mut, BP mut or dmut, respectively), partially impairing splicing, as described before [27]. Additionally, we also generated two control constructs: one devoid of the intron, serving as a hypothetical 100% splicing scenario (cDNA reporter), and another containing a Stop codon at the start of the YFP (STOP), representing the readout of no splicing, as depicted in Fig 1B. To validate the functionality of the different constructs, we transformed a wild type strain and determined their fluorescence output through microscopic analysis. As shown in Fig 1B, all the constructs reflected the splicing efficiency that we expected.

**Fig 1:**
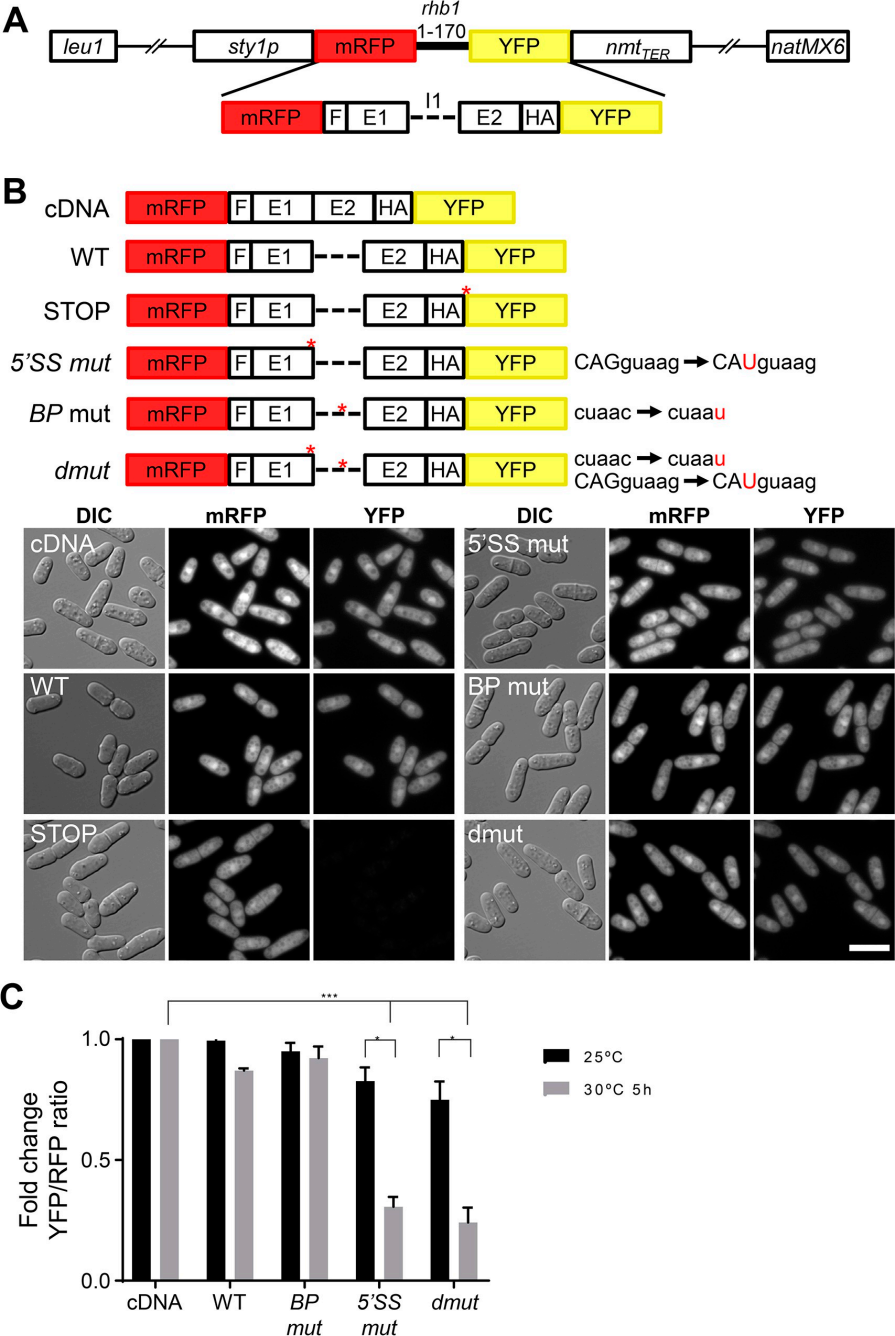
(**A**) Schematic representation of the constructs for the in vivo quantification of splicing. *rhb1* intron 1 and both flanking exons are inserted between RFP and YFP and preceded by the epitope HA. *sty1* promoter drives the expression of the construct, which is inserted at the *leu1* locus. natMX6 is inserted at the end of the plasmid for antibiotic selection. (**B**) Six reporters with different mutations, in 5’ss and BP sequence, were used. WT reporter, non-intron reporter (cDNA), and STOP reporter were also used for *in vivo* splicing quantification. Microscopy images show the DIC, mRFP and YFP fluorescence of cells expressing the indicated reporters. Scale bar, 5 μm. (**C**) *prp2-1* strains were grown at 25°C and at 30°C during 5h. Significant differences were calculated using two-sided t-test (* p<0.05, *** p<0.001).

To ascertain the feasibility of obtaining quantitative or semi-quantitative splicing measurements using our various reporters, we introduced them into a strain where splicing could be conditionally compromised. We used a strain carrying a temperature sensitive allele of *prp2* (U2AF65), *prp2-1* [28,29] in which at restrictive temperature, splicing is impaired in those introns that do not have strictly canonical splicing sequences [27]. Cultures with the different integrative plasmids were grown at the permissive temperature (25°C) or subjected to a 5-hour incubation at the semi-restrictive temperature (30°C), which did not affect the expression of the WT or cDNA reporter (S1B Fig). Then, we measured red and yellow fluorescence of the different cultures by analyzing them by Fluorescence-Activated Cell Sorting (FACS). As shown in Fig 1C, the partial inactivation of Prp2 affected all the constructs except the one lacking an intron between the two fluorescent markers (cDNA). The constructs containing the wild type intron or a mutation in the BP showed a slightly, but consistent reduction of the YFP/RFP ratio (12% and 8%, respectively; Fig 1C) when Prp2 was partially inactivated at 30°C. The most pronounced impact was observed in those constructs in which the last nucleotide preceding the 5’SS was mutated (G-to-U, 5’SS mut reporter). This effect was further increased when the BP was also mutated (dmut reporter).

### Genome-wide screening of non-essential genes to identify genes involved in the regulation of general splicing

As an initial step before embarking on a genome-wide screening and as a proof of concept, we generated a knock-out collection of non-essential genes involved in RNA metabolism from 41 strains that we already had in the laboratory (S1 Table). This collection was transformed with the integrative WT and the dmut reporters. The transformants were grown in a single 96-well plate at 30°C, and we performed flow cytometry to quantify red and yellow fluorescence for each well. Triplicates of this experiment are represented in Fig 2A, where YFP/RPF ratio is showed in the Y axis. The WT reporter showed minimal variation among the 41 knock out strains, where almost all the strains had a splicing efficiency similar to the WT control strain (shown as a red dot). Conversely, the dmut reporter showed higher variability in the splicing efficiency across the different strains, with increased accumulation of unspliced product (indicated as lower YFP/RFP ratio). Among the 41 tested strains, three showed a markedly low YFP/RFP ratio when compared to the wild type strain: *Δcwf12*, *Δsaf5* and *Δsaf1*. To confirm that the low YFP/RFP ratio was indeed due to a defect on splicing, we conducted RT-PCR analysis in these three strains, which revealed the accumulation of the unspliced form of the dmut reporter (Fig 2B). To further investigate whether the splicing defect observed in the dmut reporter was caused by the mutation in the BP or in the 5’ss, we transformed the strains with reporters carrying individual mutations on the BP (BP mut) or 5’ss (5’ss mut) and measured the YFP/RFP ratio by cytometry. As shown in Fig 2C, the splicing defects in the dmut reporter had the lowest YFP/RFP ratio among all the reporters. The combination of the two mutations (5’ss mut and BP mut) led to an additive effect, with the primary splicing defects predominantly attributed to the 5’ss mutation. Additionally, *Δcwf12* consistently displayed the lowest YFP/RFP ratio across all reporters used (Fig 2B and 2C).

**Fig 2:**
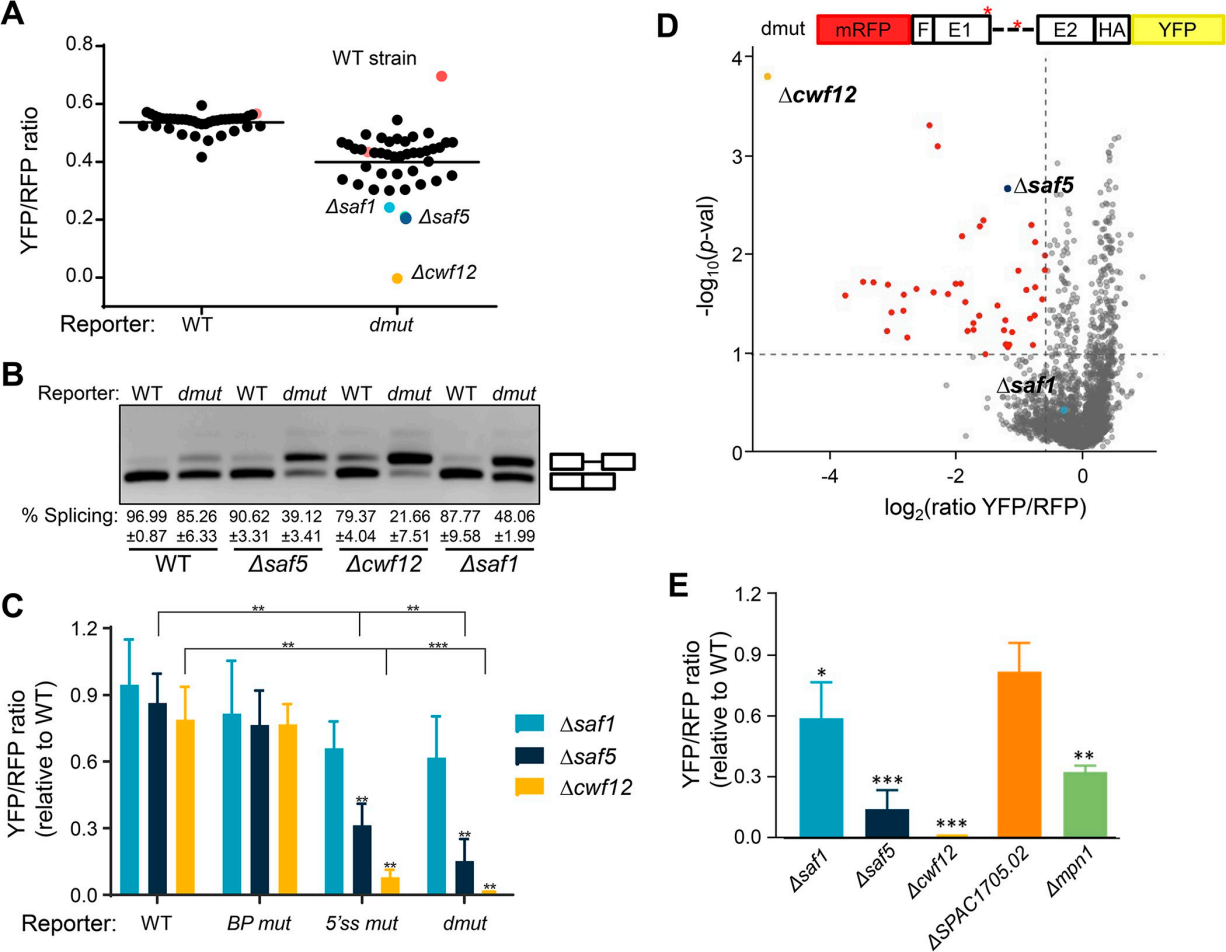
(**A**) Triplicates of the 41 selected deletion mutants (S1 Table) were crossed with both reporters (WT and *dmut*). Dots represent the mean of YFP/RFP ratios of each strain. Red dots represent control WT strains with the WT reporter or *dmut* reporter. Blue, dark blue, and yellow dots represent statistically significant values, corresponding to *Δsaf1*, *Δsaf5* and *Δcwf12* strains, respectively. Horizontal lines indicate the mean of all WT/*dmut* wells. (**B**) RT-PCR products showing splicing efficiency in WT and *dmut* reporters in WT, *Δsaf1*, *Δsaf5* and *Δcwf12* strains. Mobility of unspliced and spliced products are indicated on the right. The % of splicing was calculated from 3 independent experiments. (**C**) Fold change of the YFP/RFP ratio values of WT, BP mut, 5’ss mut and dmut reporters in *Δsaf1*, *Δsaf5* and *Δcwf12* strains. The YFP/RFP ratio was normalized to the ratio in the WT strain. Significant differences were calculated using two-sided t-test (** p<0.01) *** p<0.001). (**D**) Volcano plot depicting screening results. Each dot represents a mutant. The x-axis shows the log2 of the YFP/RFP ratio and the y-axis the -log10 of the *p-value*. In red color are marked the significant candidates and in blue, dark blue and yellow color are highlighted the *Δsaf1*, *Δsaf5* and *Δcwf12* strains, respectively. (**E**) Verification of 5 candidates from (**D**) analyzed by flow cytometry in separately grown cultures. Fold change of the YFP/RFP ratio of each strain is normalized to the WT strain (WT = 1). Only the results of two independent experiments in *dmut* construct is shown. Significant differences were calculated using a two-sided t-test (* p<0.05, ** p<0.01 and *** p<0.001).

This proof-of-concept study using 41 selected strains showed that our reporter system was efficient to isolate non-essential splicing factors affecting the splicing of *rhb1*. Given that the dmut reporter was able to enhance the defects in splicing and it was more sensitive to small changes in splicing efficiency, we decided to use dmut reporter in a genome-wide screening. Consequently, we crossed the Bioneer collection (approx. 3400 genes) [17] with a reporter strain with de dmut construct (Fig 2D). Analysis of the screening allowed us to identify 37 candidates potentially involved in splicing regulation (S2 Table). Of these candidates, only 4 were already known to be involved in the regulation of splicing (Cwf12, Saf5, Cwf19 and SPAC1705.02), whereas the remaining 33 were unrelated or not clearly assigned to the regulation of splicing. Among the 37 candidates, we decided to confirm the effect on splicing of some of them, including *ΔSPAC1705*.*02*, a homolog of human 4F5S, and *Δmpn1*, a poly(U)-specific exoribonuclease [30]. As shown in Fig 2E, while the effect detected in the *ΔSPAC1705*.*02* strain was mild and not statistical significant, the effect observed in the *Δmpn1* strain was comparable to that observed in *Δsaf5* cells.

### Characterization of *Δsaf5* and *Δcwf12* deletions and their role in splicing

Based on the results of our two screenings, we chose to focus on the role of Cwf12 and Saf5 in the regulation of splicing. Cwf12 (Isy1 in budding yeast) forms part of the Prp19-containing NineTeen Complex (NTC). It has been shown that Isy1 acts together with U6 snRNA favoring a spliceosomal conformation before the first splicing reaction. Moreover, *Δisy1* cells show a decrease in the accuracy of 3’ss recognition [31]. Saf5 (Lot5 in *S*. *cerevisiae*) is described to be required for snRNP production and its deletion affects to a subset of introns whose polypyrimidine track is upstream of the BP and their A/U content is lower when compared to normally spliced introns [32]. To further characterize the role of these two genes in the regulation of general splicing, we extracted total RNA from *S*. *pombe* cells (WT, *Δcwf12* and *Δsaf5*) growing at log-phase. 

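RNA was sequenced from 6 cultures, 2 each of WT, *Δsaf5* and *Δcwf12*, grown in rich medium (YE5S) at 30 °C to an OD600 of 0.5. The sample labels name a stranded mRNA library kit. According to the methods, the authors sequenced paired reads, mapped them to the ASM294v2 genome with STAR and counted them per gene with HTSeq. The deposited values are these counts, whole numbers for 7268 genes without normalization. The library totals were 9466664 and 9895408 counts in WT, 9113139 and 9296944 in *Δsaf5*, and 12054198 and 9978311 in *Δcwf12*. The 10 genes with the most reads took from 6.22% of the counts in a WT library to 11.3% in a *Δsaf5* library. From the counts, fold changes were computed with edgeR: genes with too few counts were removed with filterByExpr, which left 6018, libraries were scaled with TMM factors, and all 6 libraries entered one quasi-likelihood fit with a coefficient for each strain. A gene was called changed at an adjusted p under 0.05 (Benjamini-Hochberg) and a log2 fold change of at least 1 in size. Values per library are given as CPM, the counts scaled to library size, after TMM normalization. The file also lists a length for each gene. For 2389 of 2466 intron-containing coding genes this length lay closer to the span with introns than to the sum of the exons of the ASM294v3 annotation, and the paper's text does not name the feature type or the strand setting used for counting, so whether intronic or antisense reads are part of a gene's count is not known.
The deleted genes were examined first. Reads on *cwf12* (SPBC32F12.05c, chromosome II, 2 introns) fell from 58.1 ± 2.47 CPM (SD, n = 2) in WT to 3.42 ± 0.216 CPM (SD, n = 2) in *Δcwf12*, with 41 and 32 counts left, a log2 fold change of -4.08 (standard error 0.14, adjusted p = 1.0e-09 from edgeR's quasi-likelihood test). It overlaps *gtb1*, on the other strand, in the annotation. Reads on *saf5* (SPAC1610.01, chromosome I, no intron) did not disappear from the libraries labelled *Δsaf5*. These held 220 and 249 counts, against 323 and 234 in WT and 355 and 298 in *Δcwf12*. The means were 23.8 ± 2.75 CPM in the libraries labelled *Δsaf5*, 29.8 ± 7.03 in WT and 30.7 ± 0.356 in *Δcwf12* (SD, n = 2 each). The log2 fold change of *saf5* against WT was -0.33 (standard error 0.15, adjusted p = 0.090 from edgeR's quasi-likelihood test), a difference within the spread of the WT libraries. Every direction given for *Δsaf5* therefore rests on the labels of these libraries, which the counts on *saf5* do not bear out. Apart from the counts, the paper's methods state that deletions were checked by PCR.

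**Figure D1:**
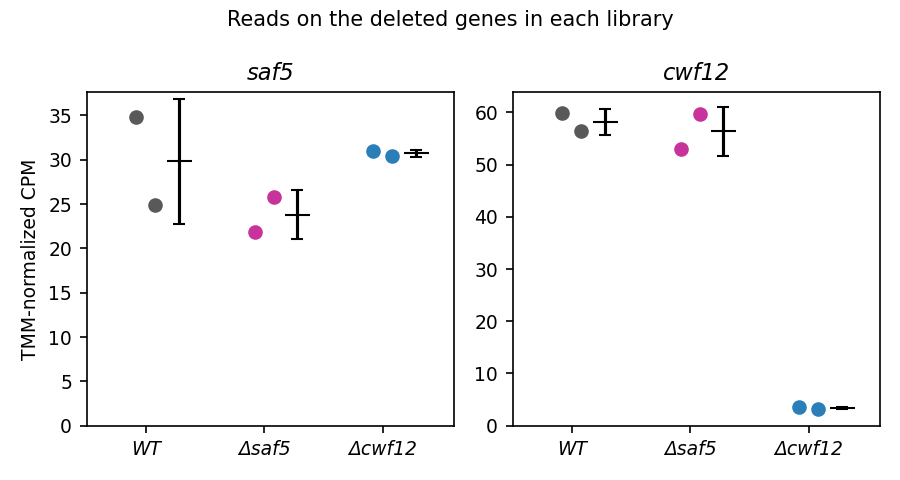
TMM-normalized CPM (y axis) of *saf5* and *cwf12* in each library of WT and of the libraries labelled *Δsaf5* and *Δcwf12* (x axis). Points are single libraries, and the bar beside them is the mean with the SD of 2 libraries. *cwf12* falls to 3.42 CPM in *Δcwf12*, whereas *saf5* stays at 23.8 CPM in the libraries labelled *Δsaf5*.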

Subsequently, we conducted RNAseq of biological duplicates of each strain to determine the effect of each deletion on general splicing. Our analysis revealed that deletion of *cwf12* had a minor impact on splicing, with only a small amount of introns being affected in their splicing, when compared to a wild type strain. When we categorized the splicing efficiency of all introns into deciles, the profile of the *Δcwf12* strain in the first five deciles resembled that of the wild-type strain (Fig 3A), especially when compared with that of *Δsaf5* (see below). Similarly, when comparing the splicing efficiency of individual introns in the wild type and *Δcwf12* strains, we observed a strong linear correlation (S2A Fig). This was in contrast to the situation when an essential splicing gene, such as *prp2* (the homologue of human U2AF65), was inactivated, leading to a significant proportion of introns that were not spliced (S2A Fig) [27]. On the contrary, when *saf5* was deleted we observed a more substantial impact on splicing. Classification of splicing efficiency into deciles revealed a greater disturbance in splicing in the *Δsaf5* strain (Fig 3A), especially in deciles 6 to 10. Similarly, when we compared the splicing efficiency of individual introns in *Δsaf5* to those in the WT strain, we also observed a more pronounced impact on splicing, compared to the *Δcwf12* strain (S2A Fig). To ascertain whether the splicing efficiency in the *Δcwf12* or *Δsaf5* strains depended on specific intron characteristics, we analyzed the 5’SS, the 3’SS, and the BP of the 5% most affected introns in these strains (238 introns). However, we could not detect any significant difference with the consensus sequence of all fission yeast introns (Figs 3B and S2B). We also sought to determine potential differences in the intron size (Fig 3C) or the A/T content (Fig 3D), but we found no substantial variations in size or nucleotide composition.

**Fig 3:**
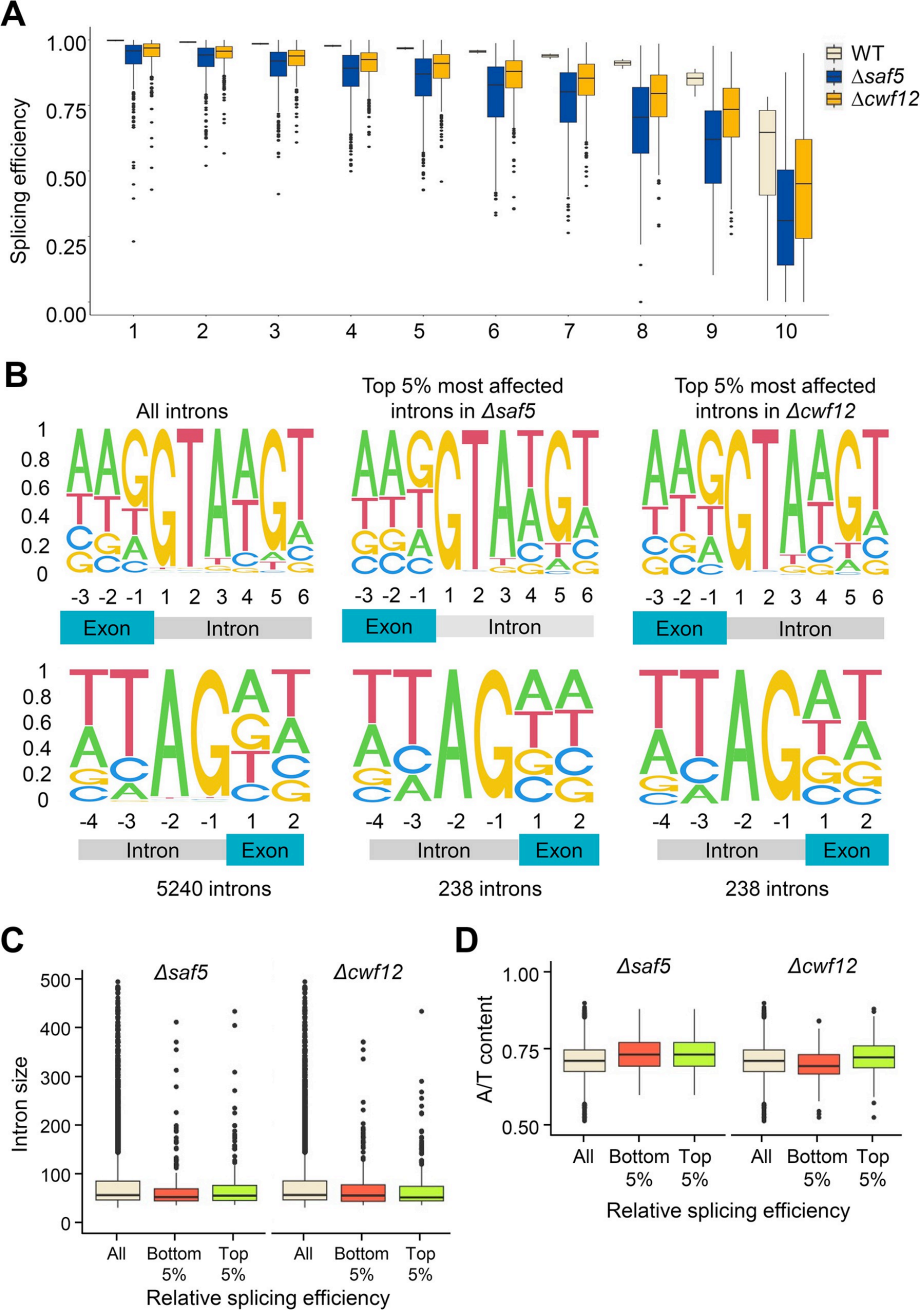
(**A**) Splicing efficiency of introns (y-axis) in the wild-type strain (beige) was classified in deciles (x-axis). The boxplot compares the splicing efficiency of these introns in WT (beige), *Δsaf5* (dark blue) and *Δcwf12* (orange) deletion strains. Significant differences were calculated using a two-sided t-test comparing the values of splicing efficiency of each decile in *Δsaf5* or *Δcwf12* strains with the corresponding decile in the wild type strain. All comparisons were statistically significant (p<0.001). (**B**) DNA Sequence of the 5’ exon-intron junction (upper panels) and the 3’ intron-exon junction (lower panels) of all introns (first column), the 5% worst spliced introns in *Δsaf5* (second column) or *Δcwf12* (third column) strains. (**C**) Intron size of all introns (beige), the 5% worst spliced (red) and the best spliced (green) in a *Δsaf5* and *Δcwf12* strains. (**D**) A/T content of all introns (beige), the 5% worst spliced (red) and the best spliced (green) in a *Δsaf5* and *Δcwf12* strains.

### Saf5 is required for the splicing of highly transcribed genes

*Δsaf5* cells are described to have problems of growth at high temperatures and they are highly sensitive to many drugs [32,33]. When we grew *Δsaf5* cells on serial dilutions on solid media, we noticed that they were temperature sensitive as well as cold sensitive (Fig 4A). In liquid rich media (YE5S), they grew slower than a WT strain, reaching lower saturation (Fig 4B). When we analyzed the transcriptome of *Δsaf5* cells, we noticed that the deletion of *saf5* had a profound impact on the expression of many genes (Fig 4C), with more than 350 genes whose expression was induced over two-fold. 

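In the libraries labelled *Δsaf5*, 373 of the genes tested were higher than in WT and 150 were lower (edgeR, thresholds as above). Of the genes that were higher, 150 were protein-coding and 212 were long noncoding RNAs in the ASM294v3 annotation, which matched 5977 of the tested genes. Among the genes that were lower, 97 were protein-coding and 45 were noncoding. Among the alternatives that kept all gene types, the count moved most when only genes with at least 10 counts in every library were tested, which gave 265 higher and 127 lower. Ranked by fitted log2 fold change, the largest increases were on genes with few or no reads in WT. SPNCRNA.234, a noncoding RNA, had 2 and 1 counts in WT and 130 and 103 in *Δsaf5*, which made it at least 36.7-fold higher when the WT libraries were set to a floor of 3 counts. SPNCRNA.231 was at least 11.2-fold higher and SPAC869.09, with 0 counts in both WT libraries, at least 3.32-fold higher, although DESeq2 did not call it (adjusted p = 0.10). *fub2* rose by a log2 fold change of 4.81 and SPAC4F10.17 by 4.53, from 4 and 2 counts to 81 and 71. By the same ranking, the largest decreases were on genes at most 28 coding genes away from a chromosome end. *gdt1* (SPAC186.05c) had 630 and 727 counts in WT and 6 and 3 in *Δsaf5*, a log2 fold change of -7.27 (standard error 0.23, adjusted p = 1.7e-09 from edgeR's quasi-likelihood test). Its neighbours SPAC186.04c and SPAC186.06 were at least 7.90-fold and 9.30-fold lower. SPBPB10D8.03, a pseudogene, fell by 4.82 and SPBPB10D8.02c by a log2 fold change of -4.58. From the genes past its thresholds in Fig 4C, the paper states that the deletion of *saf5* strongly affects gene expression.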

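In the same fit, 440 genes were higher in *Δcwf12* than in WT and 159 were lower. Protein-coding genes made up 164 of those that were higher and 88 of those that were lower, and long noncoding RNAs 262 and 66. Of the genes higher in *Δcwf12*, 172 were also higher in the libraries labelled *Δsaf5*. The deletions shared 56 genes that were lower, and 15 genes were called in opposite directions. With a minimum log2 fold change of 2, 92 genes were higher in *Δcwf12* and 91 in *Δsaf5*, and with a minimum of 2.25 the numbers were 61 and 71. The direct contrast of the deletions found 238 genes higher in *Δsaf5* than in *Δcwf12* and 278 lower. Noncoding RNAs and the coding gene *tlh2* were among the largest increases in *Δcwf12*. SPNCRNA.234 was at least 59.9-fold, SPNCRNA.373 at least 49.8-fold and SPNCRNA.231 at least 10.1-fold higher than a floor of 3 counts in WT, and a noncoding RNA of 429 nucleotides on chromosome III was at least 18.6-fold higher. *tlh2*, at an end of chromosome II, rose by a log2 fold change of 6.01 (standard error 0.32, adjusted p = 2.2e-08 from edgeR's quasi-likelihood test). The annotation also holds *tlh1* at an end of chromosome I, and how the authors' counting split reads between these genes is not known. Ranked by fitted log2 fold change, the largest decreases included *gdt1*, at least 255-fold lower with 0 counts in both *Δcwf12* libraries. A noncoding RNA 12 coding genes from an end of chromosome II was at least 19.6-fold lower, and SPAC186.04c at least 8.46-fold. SPAC186.06 ranked lower, with a fitted log2 fold change of -4.21, but was at least 9.95-fold lower than in WT. *gal1* fell from 314 and 508 counts to 9 and 3, and *gal10* from 37 and 97 to 4 and 3; both lie at most 13 coding genes from an end of chromosome II.

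**Figure D2:**
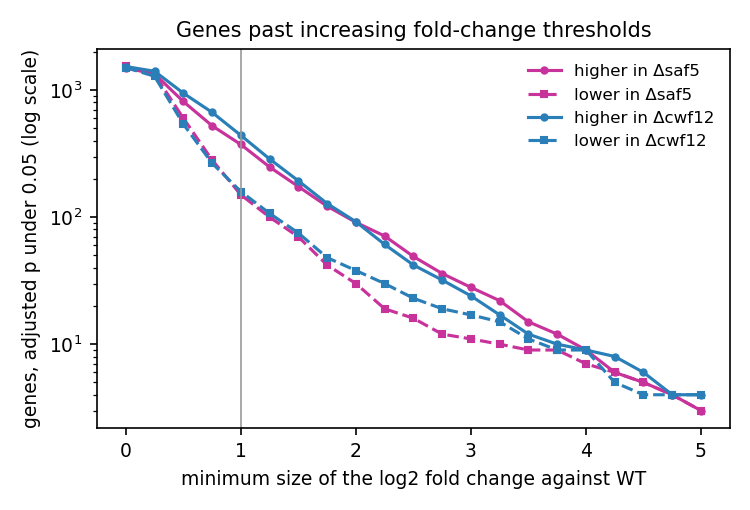
Number of genes with an adjusted p under 0.05 (y axis, log scale) whose log2 fold change against WT is at least as large as the value on the x axis, in steps of 0.25, for *Δcwf12* and the libraries labelled *Δsaf5*. Solid lines are genes that were higher and dashed lines genes that were lower, and the vertical line is the threshold of 1. At the threshold of 1 the lines read 440 and 373 higher, and 159 and 150 lower.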

Notably, when we did the same analysis with the transcriptome of the *Δcwf12* cells, we only observed the induction of the expression of 150 genes. 

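Reads on the meiotic genes *rec10*, *bqt1* and *meu13* were low but present in WT. *rec10* (SPAC25G10.04c, chromosome I, no intron) had 13.0 ± 2.63 CPM in WT and 38.8 ± 2.45 CPM in the libraries labelled *Δsaf5* (SD, n = 2 each), a log2 fold change of 1.58 (standard error 0.14, adjusted p = 2.8e-06 from edgeR's quasi-likelihood test). *bqt1* (SPAC6G9.13c, chromosome I, 1 intron) had 22 and 18 counts in WT and 58 and 38 in *Δsaf5*, a log2 fold change of 1.18 (standard error 0.30, adjusted p = 0.0058 from the same test in edgeR). *meu13* (SPAC222.15, chromosome I, 4 introns) rose from 5 and 12 counts to 44 and 53, a log2 fold change of 2.42 (standard error 0.36, adjusted p = 0.00017, edgeR). With each library left out in turn, the log2 fold changes stayed between 1.39 and 1.80 for *rec10*, 0.87 and 1.42 for *bqt1*, and 1.94 and 3.16 for *meu13*. In *Δcwf12*, *rec10* had 24.4 ± 1.07 CPM, *bqt1* 2.56 ± 0.445 CPM and *meu13* 4.48 ± 0.169 CPM (SD, n = 2 each). The annotation places *bqt1* over *cfr1* and the end of *rec10* over *zip1*, so their counts depend on the strand setting.
Gene ontology terms were not used here. As a list of meiotic genes fixed before the data were examined, all genes whose symbol starts with mug (meiotically upregulated gene) or meu (meiotic expression upregulated) and a number were taken, of which 104 were tested. Of the genes higher in *Δsaf5*, 27 were in this list, or 7.24%, against 1.73% of all genes tested (two-sided Fisher's exact test across genes, p = 7.8e-11). Of the genes higher in *Δcwf12*, 17 were in the list, or 3.86% (two-sided Fisher's exact test across genes, p = 0.0016). Over all genes tested rather than only those past the threshold, limma's camera test (inter-gene correlation 0.01) gave a median log2 fold change of 0.32 for the list against 0.01 for the other genes in *Δsaf5* (p = 0.00049, limma camera), and 0.14 against -0.01 in *Δcwf12* (p = 0.33, limma camera).

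**Figure D3:**
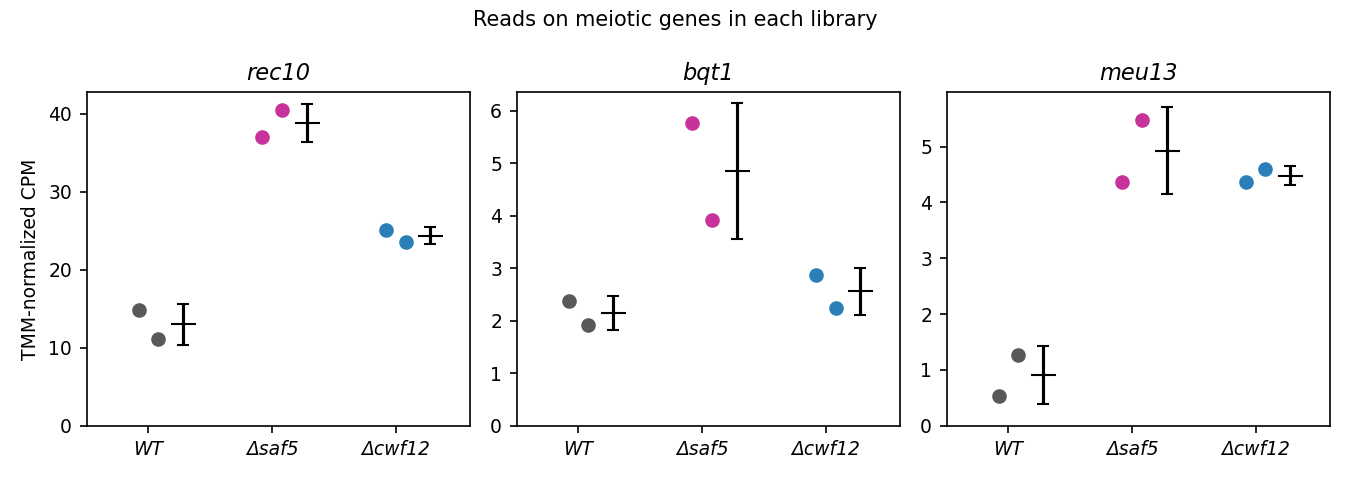
TMM-normalized CPM (y axis) of *rec10*, *bqt1* and *meu13* in each library of WT and of the libraries labelled *Δsaf5* and *Δcwf12* (x axis). Points are single libraries, and the bar beside them is the mean with the SD of 2 libraries. *rec10* sits at 13.0 CPM in WT, 38.8 in *Δsaf5* and 24.4 in *Δcwf12*.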

When we analyzed the Gene Ontology enrichment of the genes whose expression was up-regulated in *Δsaf5* cells, it caught our attention that several meiotic genes were upregulated (Fig 4D), including some genes that are normally not expressed at all in mitotically growing cells, like *rec10*, *bqt1* and *meu13*. These genes belong to a group of genes whose mRNA is recognized by Mmi1 and targeted for degradation during mitotic growth, effectively preventing the presence of their encoded proteins. 

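The reads on *mmi1* (SPCC736.12c, chromosome III) did not differ detectably between the libraries labelled *Δsaf5* and WT. Its mean was 86.4 ± 0.0339 CPM in WT, 82.6 ± 3.34 in *Δsaf5* and 70.7 ± 0.522 in *Δcwf12* (SD, n = 2 each). The log2 fold change was -0.06 in *Δsaf5* (standard error 0.07, adjusted p = 0.45 from edgeR's quasi-likelihood test) and -0.29 in *Δcwf12* (standard error 0.07, adjusted p = 0.0036 from edgeR's quasi-likelihood test). These are counts per gene, which do not separate spliced from unspliced transcripts; the splicing efficiency of single introns was not analysed here. In the ASM294v3 annotation the introns of *mmi1* are 128, 47, 53 and 44 nucleotides long. From the last 3 nucleotides of the exon to the sixth of the intron, their 5′ splice sites read GGCGTAAGT, ACCGTAAGG, AAGGTTTGT and AACGTAAGT, in order from the first intron to the fourth.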

Interestingly, *mmi1* itself has 4 introns whose splicing is affected to varying degrees in *Δsaf5* cells (74%, 71%, 95% and 85%, respectively). The cumulative effect on the final mRNA would result in only 44% of mature mRNA with the correct splicing in all four introns. To test this hypothesis, we introduced a copy of tagged *mmi1* with GFP in a wild type and a *Δsaf5* background. As shown in S3A Fig, the amount of Mmi1 was significantly reduced in *Δsaf5* cells to less than 50% (S3B Fig), when compared to a wild type strain. On the other hand, replacing the wild type *mmi1* gene with a copy without introns (sfGFP-Mmi1 cDNA), nearly abolished the effect of the absence of Saf5 on the amount of Mmi1 (S3A and S3B Fig).

**Fig 4:**
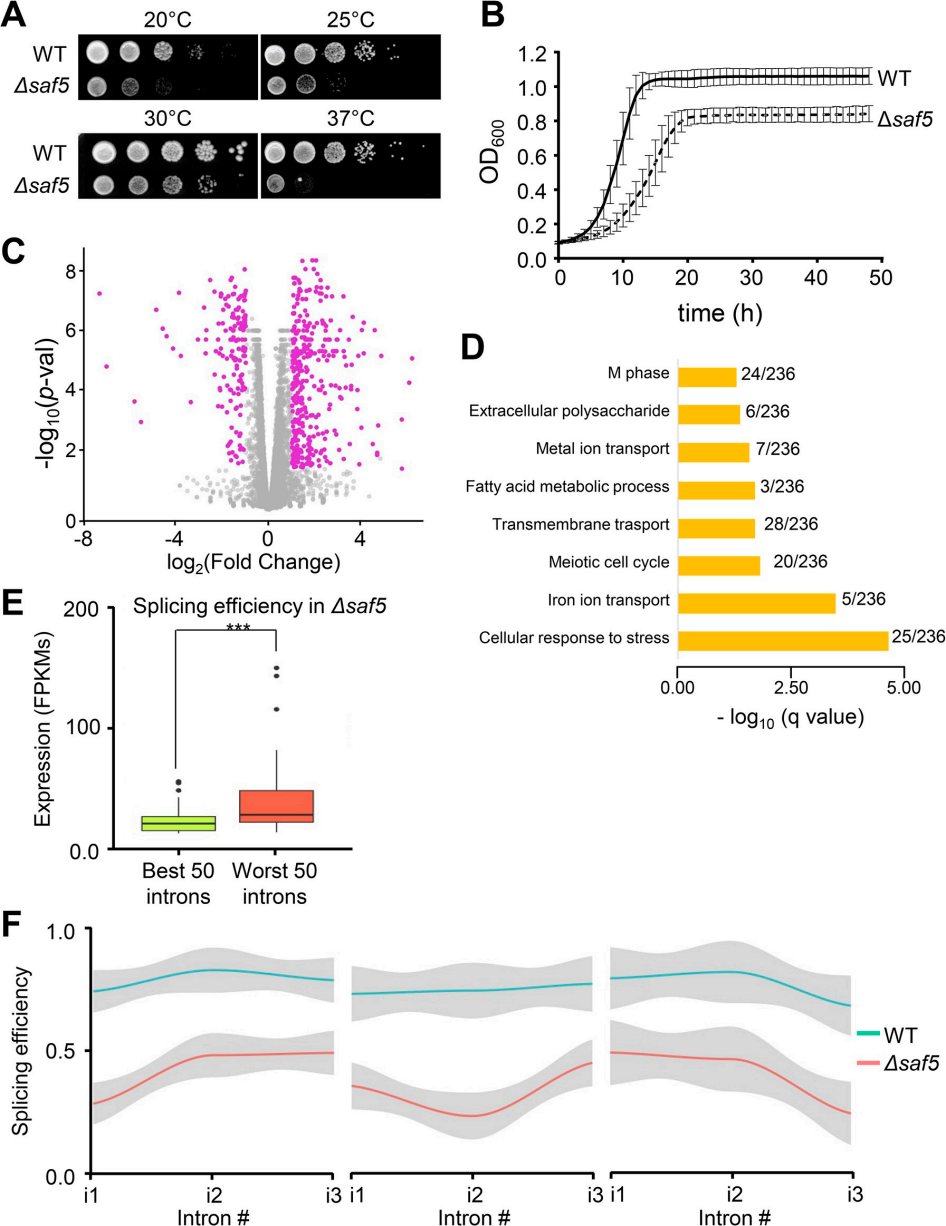
(**A**) Growth of WT and *Δsaf5* strains at 18°C, 25°C, 30°C and 37°C plated on YE5S plates. One representative experiment is shown. (**B**) Growth of WT and *Δsaf5* strains at 30°C in liquid YE5S media during 48 hours measured by OD600 (y-axis). The average of three independent experiments is shown. Error bars represent the SD. (**C**) Expression volcano plot of *Δsaf5* strain compared to the wild-type strain. Each dot of the scatter plot represents a gene. The x- axis represents the log2 fold-change expression in *Δsaf5* strain compared to the wild-type strain; the y-axis represents the -log10 of the p-value. Magenta dots show the statistically significant genes (log2 fold-change ≥1 and ≤ -1, with a p value < 0.05) (**D**) Gene ontology enrichment. Statistically significant genes from (**C**) were selected for GO enrichment analysis of biological process. Bar plot represents the -log10 of the p-value of the indicated terms. Since some GO term are redundant, only relevant non-redundant categories are shown. (**E**) Comparison between splicing efficiency and expression levels. Boxplot represents the expression levels (FPKMs) of the 50 best or the worst spliced introns in *Δsaf5* strain (*** p<0.001). (**F**) Splicing efficiency along genes containing three introns. Line plots represent the average splicing efficiency in *Δsaf5* (red line) and wild type (blue line) strains. Genes with a decrease of 50% in splicing efficiency in *Δsaf5* compared with wild type strain in the first (left panel), second (middle panel) and third (right panel) intron are represented.

Finally, and to confirm whether the misregulation of *mmi1* pre-mRNA splicing directly contributed to the increased accumulation of some meiotic transcripts, we quantified the mRNAs of *rec10*, *bqt1* and *meu13* by Q-PCR. We compared a wild type strain with a *Δsaf5* strain expressing *mmi1* without introns and without any tag. As shown in S3C Fig, the strain that was expressing *mmi1* without introns (Mmi1 cDNA) displayed normal levels of *rec10*, *bqt1* and *meu13*. We confirmed by Q-PCR that the strain expressing *mmi1* without introns (in a wild type or in *Δsaf5* background) had just an extra copy of *mmi1* (S3D Fig).

Among all the parameters that we analyzed to determine if there was a common track in those introns whose splicing was affected in the absence of Saf5 (Fig 3), we only found one characteristic that applied to the affected genes: the higher the transcription of a gene, the more likely the splicing of its introns were affected (Fig 4E). If this hypothesis held true, Saf5 should be required similarly in all the introns of poly-intronic genes with high transcription levels. We further examined the splicing efficiency of genes with 3 introns, focusing only on those genes whose first intron displayed less than 50% splicing in a *Δsaf5* strain when compared to a wild type strain. We then determined the splicing efficiency of the remaining two introns (Fig 4F, left panel). We conducted the same analysis for genes where the second (middle panel) or third (right panel) intron exhibited less than 50% splicing. As shown in Fig 4F, when one intron of a poly-intronic pre-mRNA was affected in the *Δsaf5* strain, there were high probabilities that the other introns were similarly affected. Similar analysis was performed for genes containing 3 introns whose splicing was not affected in *Δsaf5* cells (ratio of splicing efficiency *Δsaf5*/WT > 0.9) (S4A Fig) or for genes with low expression and whose expression is not induced in *Δsaf5* cells (S4B Fig). As shown, we could not observe any effect on splicing in either case.

To conclusively demonstrate that Saf5 had an important role in the splicing of highly transcribed genes, independently of intron characteristics, we decided to determine how splicing was affected when transcription was slowed down. We used a *cdk9* allele (*cdk9*^*as*^) that could be inactivated in the presence of the ATP analog 3-MB-PP1 [34]. Cdk9 is a P-TEFb-associated CDK that phosphorylates Ser2 in the CTD repeats of RNA polymerase II and Spt5, a DSIF transcription elongation factor. These phosphorylations are required for transcription elongation. Therefore, when Cdk9 was inactivated, transcription was slowed down [34,35]. We analyzed the splicing of the single intron of *cbf11*, which is one of the most affected in the *Δsaf5* strain, with 60% of intron retention. The addition of the bulky ATP analog barely affected intron retention in a wild type or a *Δsaf5* strains (Fig 5A). However, upon adding 3-MB-PP1 to the culture of the *cdk9*^*as*^ *Δsaf5* strain, splicing of the *cbf11* intron was noticeably improved, with intron retention reduced to 25%. Splicing also improved in the *cdk9*^*as*^ *saf5+* strain (depicted by the pale orange bars), probably as the result of decreasing transcription rate and giving more time for the splicing to occur; however, this improvement was not statistically significant. When we analyzed how inactivation of Cdk9 affected the splicing of multi-intronic genes, such as *atg5* or *urm1* (Fig 5B and 5C), we consistently observed improvements in all introns 30 minutes after adding 3-MB-PP1. Interestingly, in the multi-intronic genes, we observed an improvement of splicing in the *cdk9*^*as*^ *saf5+* strain, which was statistically significant in 3 of the introns that were tested (*atg5*i2, *atg5*i3 and *urm1*i3). To validate the association between transcription elongation and Saf5-mediated splicing, we opted for an alternative approach not reliant on the inhibition of Ser2 phosphorylation in the C-terminal domain (CTD) repeats of RNA Polymerase II. By treating both wild-type and *Δsaf5* cells with Actinomycin D, a known transcription elongation inhibitor [36], we successfully replicated the findings previously observed in the *cdk9*^*as*^ strain, where the splicing of all the introns that we tested was noticeably improved (S5 Fig). This observation confirmed our hypothesis that slowing transcription could enhance splicing of highly transcribed genes in a *Δsaf5* strain.

**Fig 5:**
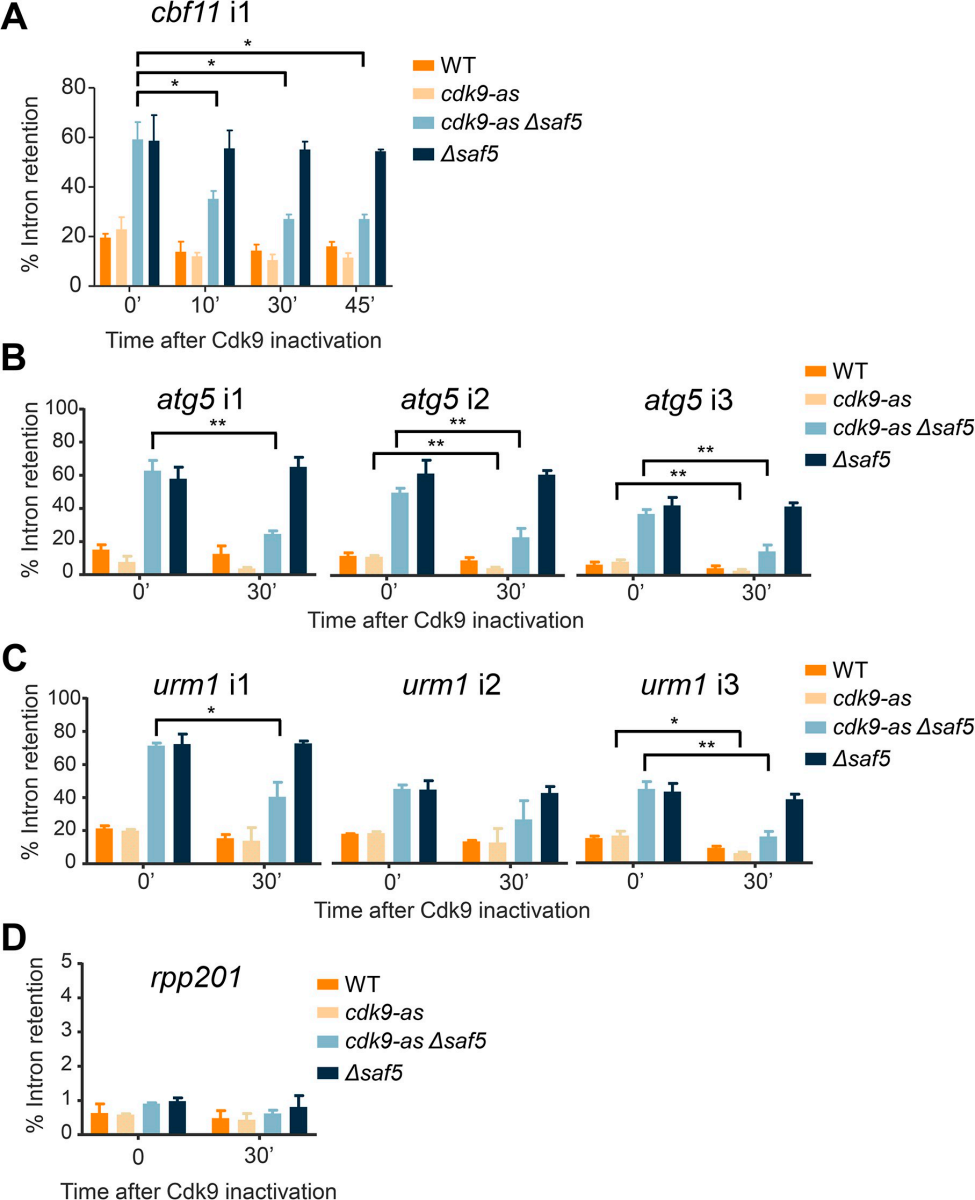
(**A**) Percentage of intron retention in *cbf11* single intron is above 50% in *Δsaf5* strain. Splicing efficiency is improved after inactivation of Cdk9, reaching similar levels of the splicing detected in WT or *cdk9-as* cells. Time in minutes in indicated at the bottom and the strains used are shown on the right. (**B-C**) Intron retention of genes with three introns, *atg5* (**B**) or *urm1* (**C**) was measured in untreated cells or in cells after 30 minutes of Cdk9 inactivation. Time in minutes in indicated at the bottom and the strains used are shown on the right. (**D**) Intron retention of the single intron from *rpp201*, a gene with full splicing efficiency in in *Δsaf5* cells, was determined after inactivation of Cdk9. Significant differences in the whole figure were calculated using a two-sided t-test (* p<0.05, ** p<0.01).

## Discussion

Splicing, a fundamental mechanism across all eukaryotes, plays a pivotal role in the precise regulation of gene expression. Misregulation of splicing, whether stemming from mutations within pre-mRNA cis-elements or a deficiency in various splicing factors, can significantly impact cellular function. These factors may directly integrate into the spliceosome or aid in its formation and the recognition of pre-mRNA splicing sites, and their malfunction is often associated with a spectrum of human diseases [14,15].

The fission yeast *Schizosaccharomyces pombe* is an excellent model organism to study splicing regulation, where several known splicing factors have been well studied, whilst many others have a yet unknown function. With the *in vivo* screening presented here, we wanted to deepen our understanding of splicing regulation in fission yeast. Notably, in *S*. *pombe* the 5’SS sequences are quite degenerate, influenced by the upstream exonic sequence, potentially compromising recognition by snRNP U1. Additionally, the lack of conservation in the BP sequence renders intron splicing more sensitive to the absence of specific splicing factors, as observed with Prp2 [27]. This degeneration of consensus sequences is especially notorious when compared with budding yeast, which has only a few hundred introns, but the vast majority fit the consensus sequences. Consequently, we decided to use a reporter strain carrying mutations in the 5’SS and BP sequences, aiming to increase the sensitivity.

Among the splicing regulators identified in our screening, we focused on Cwf12 and Saf5. Cwf12 is a core component of the NTC complex whose founding member is Prp19. Although not being part of the core spliceosome, the NTC complex is associated with the splicing machinery and is required for the two catalytical splicing reactions [37]. Saf1, another candidate identified in the screen, has also been shown to interact with the NTC complex [38]. Strikingly, while the splicing of all our reporters was significantly affected in *Δcwf12* cells, yet the global impact on all fission yeast introns was comparatively modest. This observation prompted us to realize that we had engineered an artificial intron (dmut reporter) with splicing sequences divergent from the fission yeast consensus and, in the absence of Cwf12, *S*. *pombe* struggles to process this artificial intron efficiently.

In contrast, our findings regarding Saf5 presented opposed outcomes: while the reporter was less affected in *Δsaf5* cells when compared to *Δcwf12* cells, there was a more substantial impact shown in genome-wide scale, with numerous introns exhibiting decreased splicing efficiency. Saf5 is conserved from yeast (LOT5 in *S*. *cerevisiae*) to metazoans and the human ICLN gene (CLNS1A) complements the *Δsaf5* slow-growth phenotype [32]. ICLN, together with WD45 and the PRMT5 methyltransferase forms a complex termed methylosome that acts together with the SMN complex during the early steps of snRNP biogenesis [39]. The core spliceosome consists of five snRNPs and the biogenesis of these snRNPs is an ordered multistep process where ICLN acts as assembly chaperone assisting in the recruitment and the formation of the Sm core protein complex on the snRNA [40]. Although these functions have not yet been rigorously confirmed for Saf5 in *S*. *pombe*, the functional complementation by the human homolog points towards a conserved role.

We have been able to show that those introns whose splicing was affected in *Δsaf5* cells were indistinguishable in terms of nucleotide sequence or composition from those unaffected. However, we successfully established a clear link between highly transcribed genes and the necessity of Saf5 for the correct splicing of their pre-mRNAs. This correlation was evident in instances where a decrease in transcriptional speed resulted in the splicing of these genes becoming largely independent of Saf5. Research spanning several decades has provided substantial evidence indicating that a significant portion of splicing occurs co-transcriptionally. Transcriptional dynamics can influence the selection of splice sites within pre-mRNA, thereby leading to alternative splicing events and the generation of diverse mRNA isoforms [41–44]. The functional interplay between transcription and splicing is proposed to be governed by spatial and kinetic mechanisms [45]. Central to both mechanisms is the carboxy-terminal domain (CTD) of RNA Polymerase II (Pol II), whose phosphorylation status regulates transcription elongation rates and facilitates physical interactions with splicing factors such as Prp40, thereby facilitating association with the U1 complex [46]. The kinetic model posits that differential Pol II elongation rates may dictate the availability of splice sites [43,45].

The data presented herein unequivocally establish a correlation between highly transcribed genes and the indispensable role of Saf5 in ensuring efficient splicing. Given its functional homology to ICLN, it is tempting to speculate that the absence of Saf5 creates a bottleneck in the biogenesis of functional snRNPs. The functional coupling of rapid transcription rates with splicing may place a heightened demand on snRNPs, with highly transcribed genes relying particularly on Saf5 for adequate snRNP supply. In scenarios where snRNP levels are insufficient, splicing and transcription may become uncoupled and fail to match the pace of transcript production. This potentially elucidates why the splicing of highly transcribed genes exhibits heightened dependence on Saf5. Future investigations will be required to validate this hypothesis and deepen our understanding of the intricate relationship between transcription, splicing, and snRNP biogenesis.

## Materials and methods

### Strains and media

All strains used are listed in S3 Table. Media were prepared as described previously [47]. Strains were transformed by the lithium acetate method, as described before [48]. Plasmids were inserted at the *leu1* locus after linearization with the restriction enzymes *NdeI* or *NruI* (New England Biolabs #R0111S and #R0192, repectively). Positive clones were selected by auxotrophy selection and nourseothricin or G418 resistance. Deletions were confirmed by PCR using the primers described in S4 Table.

### Reporter strains

The integrated fluorescence-based *in vivo* splicing reporter constructs used in this work (Fig 1A and 1B) consisted in the 170 first nucleotides of *S*. *pombe* intron-containing gene *rhb1*, preceded by Red Fluorescence Protein (RFP) and the HA epitope, and followed by Yellow Fluorescence Protein (YFP). 

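In the ASM294v3 genome, *rhb1* (SPBC428.16c) lies on the reverse strand of chromosome II and has 2 introns. Its first 170 nucleotides from the start codon were matched to positions 474328 to 474497. They consist of 62 nucleotides of the first exon (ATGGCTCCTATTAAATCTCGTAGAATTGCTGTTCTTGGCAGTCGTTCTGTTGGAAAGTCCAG), the first intron of 59 nucleotides (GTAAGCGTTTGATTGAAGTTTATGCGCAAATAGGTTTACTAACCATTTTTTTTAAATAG), and 49 nucleotides of the second exon (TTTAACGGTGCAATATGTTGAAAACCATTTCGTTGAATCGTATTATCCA). Counted from the start codon, the intron runs from position 63 to position 121. These are sequences of the genome, not of the construct. The intron parts of the paper's mutagenesis primers J1784 and J1872 match the intron of *ctp1* with 0 and 1 mismatches. Against the first intron of *rhb1* they have 5 and 19. Which intron the reporter carries was not settled here.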

The single and double mutant transcripts differ from the wild type (WT) in two mutations: one at the 5’ splicing site (5’ss) and other at the branchpoint (BP) sequence. These two mutations have been previously described to affect splicing efficiency in *prp2* mutant background (*prp2-1* and *prp2-2*) at the restrictive temperature (37°C) [27]. cDNA construct was used as a read-out for full splicing.

### Generation of the reporter library

The BIONEER deletion collection library V2 of *S*. *pombe* contains approximately 3400 deletions of non-essential genes. A mini-collection of 41 splicing-related genes (S1 Table) was selected to check the efficiency of the reporters before crossing them with the whole BIONEER collection. The PEM2 (Pombe Epistatic Mapping) strain [49] was used to cross systematically the selected deletions arrayed in a 96-well plate, with the reporter strains JA2920 and JA2922 (JA1814 strain transformed with plasmids pAY1009 and pAY1011, respectively), as described before [50]. Spores resulting from crosses in Minimal Media minus Nitrogen (MMN) were germinated in YE5S plus Cycloheximide and G418 to eliminate diploids and haploid parental strains. Final selection was done in YE5S plus Cycloheximide, G418 and Nourseothricin.

### Flow cytometry

#### Sample preparation

Strains were cultured in 96-well plates using a 96- pin replicator (V&P Scientific) as previously described [50]. In each plate, JA2922, JA2920 and wild type (WT) strains were added with a pipette tip in empty wells (G6, H6 and F6, respectively), used as controls. When the whole collection was crossed, the procedure was performed similarly, but the control strains (JA2922, JA2920 and WT) were added in wells H2, H3 and H12, respectively.

#### Acquisition

BD LSRFortessa flow cytometer with a High Throughput Sampler (HTS) was used to measure RFP and YFP fluorescence. RFP was excited at 561 nm and detected using a 610/20 band-pass filter and 600 LP emission filter; while YFP was excited at 488 nm and detected using a 525/50 band-pass filter and 505 LP emission filter. Populations were obtained by hierarchical gating using i) forward (FSC) and side (SSC) light scattering ii) FSC-A against FSC-H iii) FITC-A and PerCP-Cy5-5-A. 80 μl of sample were mixed twice for each well at 180 μl/s. 80 μl were analyzed at 3 μl/s and washed with 800 μl of FACS Flow. 10.000 events per well were recorded. Data acquisition and processing was performed with BD FACSDiva Software 6.0.

#### Data processing

YFP/RFP (FITC/PETexas Red) ratios were calculated for each well using raw FITC and PETexas Red median values of the final population. WT strain was used as a control, by subtracting its PE-Texas Red value from each well, to eliminate autofluorescence. Minimal threshold of counted events considered for trustable results was 1000. Triplicates were performed with the mini-collection of 41 deletion strains, and the mean of each well ratio is represented. In the case of the whole collection of mutants, at least duplicates were performed. Log2 of the fold change of each well ratio regarding the WT ratio is represented.

### Splicing efficiency measurement by PCR and RT-qPCR

RNA extraction was performed as described previously [26]. For RT-PCR analysis, 25 μg of total RNA were digested with DNaseI (Roche) for 30 minutes at 30°C; DNaseI was heat inactivated at 75°C for 10 minutes. RNA (4 μg) was reverse-transcribed using oligo-dT and the Reverse Transcription System (Promega). cDNA samples were diluted 1:10 and 5 μl of each sample were used for PCR reactions (final volume of 20 μl) with primers J1907 (forward RFP sequence: CACCATCGTGGAACAGTACG) and J1752 (reverse rhb1 exon 2 sequence: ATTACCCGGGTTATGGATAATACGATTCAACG). PCR products were separated by electrophoresis on a 2% agarose gel in a 1xTBE buffer with ethidium bromide. Digital images were acquired with BioRad software. Other introns apart from the rhb1 construct were checked by PCR, and the primers used for it are listed in S4 Table. Splicing efficiency of some of the candidates was checked also by RT qPCR. Duplicates of cDNA samples and specific primers were mixed with Lightcycler SYBR Green I Master (Roche). Reactions were carried out on a Lightcycler 480 Instrument II (Roche) for the quantitative PCR.

### Plasmid constructions

Plasmids used in this work are listed in S5 Table. The genomic region of rhb1 was amplified from WT genomic DNA. Primers used are listed in S4 Table. All PCR products were cloned into plasmid pAY856 (derived from plasmid pAY24), in which *nmt41* promoter has been changed by *sty1* promoter from plasmid pAY686. Plasmid pAY24 is derived from the plasmid pJK148 and contains the *leu1* gene for stable integration and selection into the *leu1* locus. Mutations were introduced by overlapping extension methodology previously described [51]. The sequence of all constructs was confirmed by Sanger sequencing at the Genomic Core Facility.

Plasmids containing the *mmi1* gene (with or without introns) tagged with sfGFP at the N-terminus and under the control of 1 Kb of the *mmi1* promoter were constructed by Gibson assembly of the PCR products obtained to amplify the *mmi1* promoter (primers J2974-J3044) from genomic DNA, sfGFP (primers J3045-J3046), *mmi1* ORF or *mmi1* cDNA (J3047-J3048) from genomic DNA or from cDNA, respectively, and the pAY24 plasmid digested with *PstI* and *SmaI* (New England BioLabs, #R0140 and #R0141, respectively). The sequence of all constructs was confirmed by Sanger sequencing at the Genomic Core Facility.

### Statistical analysis

Significant differences between samples were determined by the two-sided student’s t-test (* p < 0.05, ** p < 0.01, *** p < 0.001).

### RNA sequencing and analysis

Total RNA from *S*. *pombe* YE5S cultures, was obtained and processed as described previously [26]. As suggested by ENCODE guidelines for RNA sequencing experiments, two biological replicates were performed and analyzed. Libraries were prepared using TrueSeq kit following manufacturer instructions. Final libraries were analyzed using Agilent DNA 1000 chip to estimate the quantity and check size distribution. Sequencing was done using the NextSeq2000, paired reads, 150 nts. Raw FASTQ files were first evaluated using quality control checks from FastQC 0.11.9. High quality reads were mapped to the *S*. *pombe* ASM294v2 reference using STAR. Resulting alignment files are processed to evaluate alignment quality and read distribution with Qualimap and to obtain gene read counts using HTSeq. Raw read counts were normalized with DESeq2 and employed to find differentially expressed genes between sample conditions. 

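The counts were also tested with DESeq2, with its own size factors, Wald test and no shrinkage of fold changes. At an adjusted p under 0.05 and a log2 fold change of at least 1 in size, DESeq2 called 316 genes higher and 148 lower in the libraries labelled *Δsaf5*, and 396 higher and 157 lower in *Δcwf12*. Of these, edgeR also called 312 and 144 in *Δsaf5*, and 394 and 147 in *Δcwf12*. With the unadjusted p in place of the adjusted p, DESeq2 called 356 genes higher in *Δsaf5* and 422 in *Δcwf12*. The legend of Fig 4C gives a p value without saying whether it was adjusted.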

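Pearson's r between the duplicates, across the 6493 genes with at least 1 count and on the scale of log2(CPM + 1), was 0.9957 in WT, 0.9973 in the libraries labelled *Δsaf5* and 0.9983 in *Δcwf12*. On raw counts, where a few genes with many reads weigh most, r was 0.974 in WT, 0.998 in *Δsaf5* and 0.9996 in *Δcwf12*. These correlations are across genes, which are not independent replicates. All duplicates differed by more than the sampling noise of the counts, with a chi-square per degree of freedom of 22.5 in WT, 6.20 in *Δsaf5* and 2.01 in *Δcwf12*.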

The correlation between biological duplicates for all RNA-seq couples according to Pearson coefficient was > 0.98. SPLICE-q [52] was used for splicing efficiency quantification.

### Growth assays

Cells were grown in YE5S at 30°C to logarithmic phase (OD600 0.5). For the spots assay, cultures were concentrated to OD600 2.5, and 1/10 serial dilutions spotted onto plates of rich media. Plates were imaged after three days of growth at 25°C, 30°C or 37°C. In the case of growth curves, logarithmic cultures were diluted to a OD600 of 0.1 and plated into 96 well plates. To monitor cell growth, optical density at 600 nm was automatically measured every hour during 48 h using a spectrophotometer.

### TCA protein extraction and Western blot

Cells were grown in YE5S at 30°C to logarithmic phase (OD600 0.5) and total protein extracts were obtained by trichloroacetic acid TCA precipitation as described [53]). Samples were separated by SDS-PAGE and detected by immunoblotting. sfGFP-tagged proteins were visualized with monoclonal anti-GFP (Takara). Anti-Sty1 polyclonal antibody [54] was used as loading control. Both proteins were detected in the same membrane.

### Meiotic gene expression measurement by RT-qPCR

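Each qPCR primer was matched to the ASM294v3 genome, and each had 1 exact match. The *bqt1* primers lie in the coding part of its first exon and span positions 3272589 to 3272687 of chromosome I, a product of 99 bp. Primers J2409 and J2410 both lie in the single exon of *rec10*, from 4301432 to 4301539 of chromosome I (108 bp), although the text names J2410 as a primer of *bqt1*. The *meu13* primers lie in exon 5, from 978341 to 978439 of chromosome I (99 bp), and the *tfb2* primers in its second exon, from 3754749 to 3754849 of chromosome II (101 bp). None of these products spans an intron. In the RNA-seq, reads on the reference gene *tfb2* (SPBC13G1.13) were 81.9 ± 5.53 CPM in WT and 99.0 ± 0.345 CPM in the libraries labelled *Δsaf5* (SD, n = 2 each), a log2 fold change of 0.27 (standard error 0.07, adjusted p = 0.0066 from edgeR's quasi-likelihood test). With DESeq2 the adjusted p was 0.054.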

RNA extraction, DNaseI digestion and reverse transcription was performed as above. cDNA samples were diluted 1:10 and 2 μl of each sample were used for PCR reactions (final volume of 20 μl) with primers J3130 (Forward qPCR Bqt1: ACTACGACGCTTATTTCTTTTGAACA), J3131 (Reverse qPCR Bqt1: CTCACAGTTTGAATCAGTGCATACA), J2409 (Forward qPCR Rec10: GCTTACCACATAAATTGTAACAAAG), J2410 (Reverse qPCR Bqt1: GACCAGATTAACTTCAATTTGCGCC), J3118 (Forward qPCR Meu13: GCTTTAAATAACTCACTCAGTCCAGC) and J3119 (Reverse qPCR Meu13: TCGAAGAGATTCGAGTTTTGAGCT). *tfb2* expression was used as housekeeping control with primers OLEH-842 (Forward qPCR Tfb2: CTGTTCAGGTTTTGCACTTTTTATT) and OLEH-843 (Reverse qPCR Tfb2: TTCAAGCATGATTTGTTGTGTATCT). Duplicates of cDNA samples and specific primers were mixed with Lightcycler SYBR Green I Master (Roche). Reactions were carried out on a Lightcycler 480 Instrument II (Roche).

## Supporting information

S1 Table List of non-essential genes included in the subcollection.

S2 Table List of strains isolated in the screening.

S3 Table List of strains used in this study.

S4 Table List of primers used in this study.

S5 Table List of plasmids used in this work.

S1 Fig Characterization of the reporter system.

S2 Fig Splicing efficiency in *Δsaf5* and *Δcwf12* strains.

S3 Fig Saf5 regulates the amount of Mmi1 in the cell.

S4 Fig Splicing efficiency in 3-intron genes.

S5 Fig Splicing improves in *Δsaf5* after Actinomycin D treatment.

How the deposited data were processed for this re-analysis (not part of the article)

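RNA was sequenced from 6 cultures of fission yeast, 2 each of WT, *Δsaf5* and *Δcwf12*, grown in YE5S at 30 °C to an OD600 of 0.5. The authors deposited raw read counts per gene, whole numbers without normalization, made with STAR, the ASM294v2 genome and HTSeq from paired reads of libraries that the sample labels describe as stranded; the paper's text does not name the annotation release, the feature type or the strand setting. The table holds 7268 genes and a length per gene, which the authors give without a description. Library totals ran from 9113139 to 12054198 counts. Replicates were matched to libraries through the column names, and the replicate numbers used for pairing come from the sample labels.

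From the counts, edgeR 4.0.16 in R 4.3.3 was used for the main results: filterByExpr by strain (6018 genes kept), TMM factors, one fit of all 6 libraries with a coefficient per strain, quasi-likelihood F-tests, Benjamini-Hochberg adjustment, and calls at an adjusted p under 0.05 with a log2 fold change of at least 1 in size. The common dispersion was 0.00388. Standard errors are the log2 fold change divided by the square root of F. Alternatives were DESeq2 1.42.0, RLE factors, no filter, at least 10 counts in every library, unadjusted p, fold change alone, a test against 1.5-fold, only the strains compared, the replicate number as a block, and each library left out in turn. With 2 libraries per strain, a fit that leaves one out keeps a single library of that strain, so its values are given as effect sizes without a p. Gene lists were tested with Fisher's exact test in scipy 1.17.1 and with camera in limma 3.58.1. Folds against a strain whose libraries all held 3 counts or fewer were computed against 3 counts and are given as "at least". They are no larger than the folds against the observed counts. They are not confidence limits, since counting error and the spread between libraries did not enter them.

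The procedure was tested on simulated counts drawn from the WT means, the library sizes and the dispersion trend of the real samples. In these, 200 genes were changed by a log2 fold change of 2, up or down. edgeR called 200 of the 200 and 0 other genes among 5872 tested, and DESeq2 called 199 among 6017. This was an easy setting. The changes lay well past the threshold of 1, all other genes were unchanged, and the changed genes excluded those with the fewest reads. Dispersions followed the trend, without the spread of single genes around it. The result checks that the procedure runs, and does not give its error rates on the real counts.

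Names, biotypes, intron numbers and gene order were taken from the ASM294v3 annotation, which matched 6827 of the 7268 identifiers. As the counts were made on ASM294v2, coordinates are given only for sequences matched here to ASM294v3. The genes named are those the paper names, mating-type-specific genes, the neighbours of the deleted genes, and for each deletion the 5 largest and 5 smallest log2 fold changes past the threshold for which both libraries lay on the same side of both WT libraries. Splicing efficiencies of introns and gene ontology terms were not analysed here.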

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

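The tests of explanations in this part were chosen after the results they bear on were seen. The deletions and WT also differ in strain background in S3 Table, of which mating type alone was tested.

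The libraries labelled *Δsaf5* carried a mean of 23.8 CPM on *saf5*, where a deletion would leave few reads. If the labels had been exchanged with those of another strain, another pair of libraries would lack these reads, but the lowest of the other 4 libraries held 24.9 CPM. Reads on untranslated parts that a deletion of the coding sequence leaves in place may contribute. They would come from the 37.0% of the listed gene length outside the coding sequence, whereas 79.8% of the WT level remained; without the positions of the reads this cannot be told apart from other sources of reads. For *cwf12*, 45.0% of the listed length lies outside the coding sequence, and 5.89% of the WT level remained in *Δcwf12*. Whether the libraries come from a strain without *saf5* cannot be decided from the counts. The paper states that its deletions were checked by PCR, which is evidence on the strains that the counts do not hold.

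The direct contrast found 516 genes whose fold change differed between the deletions by at least 1 on the log2 scale. A difference in library size does not account for this number, since 512 genes differed with every library thinned to the smallest total. A biological difference between the deletions remains a hypothesis, because differences between the strains apart from the deletions were not excluded.

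Among the genes the paper names, the log2 fold change in *Δsaf5* exceeded that in *Δcwf12* by 0.67 for *rec10*, 0.91 for *bqt1*, 0.23 for *mmi1*, 0.28 for *rhb1*, 0.31 for *saf1*, 0.84 for *mpn1*, 0.66 for *sty1* and 4.03 for *cwf12*, and the difference was -0.89 for *cbf11*, -0.33 for *urm1* and -0.40 for *rpp201* (edgeR's quasi-likelihood test of the difference, adjusted p under 0.05 for each). *sty1*, whose promoter drives the reporter in the screen, had a log2 fold change of -0.94 in *Δcwf12* and -0.28 in *Δsaf5*. For the genes next to the deleted ones the differences were 0.21 (*ftp105*), 0.39 (*mrpl1*), 0.54 (*gtb1*) and -0.30 (*pch1*), each with an adjusted p under 0.05 from the same test. The mug and meu genes also differed as a set (limma's camera with an inter-gene correlation of 0.01, p = 0.024, median difference 0.24 against 0.01). With synonyms included, a list of 192 genes, the difference was not significant (the same inter-gene correlation, p = 0.082, median difference 0.13 against 0.01).

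Several of the genes with the largest changes differed between the deletions too, by the same test and threshold. The differences were 1.87 for SPAC869.09, -0.71 for SPNCRNA.234, 1.88 for *fub2*, 0.97 for SPAC4F10.17, 5.22 for *gdt1*, -1.51 for SPBPB10D8.03, -2.25 for SPBPB10D8.02c, -3.48 for SPNCRNA.373, -3.36 for *tlh2*, -2.01 for the noncoding RNA of 429 nucleotides on chromosome III, 9.58 for the noncoding RNA 12 coding genes from an end of chromosome II, 6.16 for *gal1* and 5.91 for *gal10*. Where a strain held 3 counts or fewer, these values depend on the count that edgeR adds before taking logs. Several of these genes lie near chromosome ends. Of the 17 coding genes at least 8-fold lower in either deletion, 13 lay within 50 coding genes of a chromosome end, or 76.5%, against 4.83% of all coding genes tested. Only falls were tallied, and the 17 genes include *gdt1* and *gal1*, named above. Genes near chromosome ends also rose: *tlh2*, 1 coding gene from an end, by 6.01 in *Δcwf12*, and *fub2*, 23 coding genes from an end, by 4.81 in the libraries labelled *Δsaf5*. Loss or silencing of chromosome ends in the sequenced strains may produce the falls, but would not produce these rises. The counts cannot tell loss from silencing or from an effect of the deletions.

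By the same test, mating-type-specific genes differed by 1.57 (*map1*), 0.61 (*mam1*), 1.33 (*mam2*), 3.45 (*mfm2*) and 2.33 (*mfm3*). For *map1* and *mam2* the difference came from a rise in the libraries labelled *Δsaf5*, with log2 fold changes of 1.43 and 1.47 against WT. *mfm2* had 92 counts in each WT library and 7 and 12 in *Δcwf12*. S3 Table lists a *Δcwf12* strain of the opposite mating type to WT, which may lower *mfm2*. Of the 9 mating-type-specific genes, 3 moved as a difference in mating type would have it, 1 of them (*mfm3*) without significance (adjusted p = 0.15, edgeR). *sxa2* and *mfm1*, which would then be lower in *Δcwf12*, were higher, with log2 fold changes of 0.86 and 1.44, but they were also higher in the libraries labelled *Δsaf5*, with 1.00 and 2.25, so they say little about the mating type of *Δcwf12*. *map1*, *map2*, *map3* and *mam2* did not differ detectably between *Δcwf12* and WT. Their log2 fold changes were -0.14, -0.05, -0.23 and 0.13 (adjusted p = 0.76, 0.87, 0.22 and 0.77, edgeR). Mating type can be neither excluded nor told apart from other explanations.

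The paper discusses *rec10* and *meu13* only for *Δsaf5*, but both were also higher in *Δcwf12*, with log2 fold changes of 0.91 and 2.28 (adjusted p = 0.00024 and 0.00022 from edgeR's quasi-likelihood test, both libraries above both WT libraries). Reads from retained introns do not account for *rec10*, which has no intron and rose by 0.91. For *meu13*, which has 4 introns, this was not tested. The difference between the deletions was 0.14 for *meu13* (adjusted p = 0.67, edgeR).

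Long noncoding RNAs, which the paper does not discuss, made up 212 of the genes higher in *Δsaf5* and 262 of those higher in *Δcwf12*, from 1007 tested. In *Δsaf5*, overlap with coding genes that rose does not account for them, since 4.25% overlap such a gene, against 5.79% of the other noncoding RNA genes (two-sided Fisher's exact test, p = 0.50). In *Δcwf12* the shares were 8.02% and 4.56% (two-sided Fisher's exact test, p = 0.040), so a contribution of overlap there is not excluded. Whether the strand setting of the counting contributes was not tested.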

How the results depend on the processing

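The alternatives were fixed before the data were examined, except protein-coding genes alone, equal depth and synonyms of mug and meu genes, which were added after. Under each alternative fixed before, the numbers of genes higher and lower in each deletion stayed within 1.5 times the main count, as did the number that differ between the deletions, for which a fit of only the strains compared was not run. Genes higher ranged from 265 to 392 in *Δsaf5* and from 363 to 458 in *Δcwf12*. With protein-coding genes alone, 150 were higher and 97 lower in *Δsaf5*, and 164 higher and 88 lower in *Δcwf12*. Without a test, and with each library left out in turn, the genes at least 2-fold higher numbered from 399 to 459 in *Δsaf5* and from 463 to 523 in *Δcwf12*.

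With the replicate number as a block, 377 genes were higher and 150 lower in *Δsaf5*, 440 higher and 155 lower in *Δcwf12*, and 515 differed between the deletions; the mug and meu genes made up 7.16% and 3.86% of the genes higher. Same-numbered libraries did not deviate together, with correlations of 0.0523, 0.00339 and -0.0147 between the deviations of the strains.

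The share of mug and meu genes among genes higher in *Δsaf5* lay above that of all genes under every alternative for which a share was computed. It was not computed with a library left out, at equal depth or for protein-coding genes alone. In *Δcwf12* it lost significance with at least 10 counts in every library (2.48%, two-sided Fisher's exact test, p = 0.18) and with camera in place of Fisher's exact test (p = 0.33, limma camera), while under the other alternatives Fisher's exact p ran from 5.0e-04 to 0.0086. The cause was not tested.

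Pearson's r of the duplicates, in the order WT, *Δsaf5* and *Δcwf12*, was 0.974, 0.998 and 0.9996 on raw counts, 0.992, 0.994 and 0.995 with log2(CPM + 0.1), 0.9939, 0.9965 and 0.9981 for genes with at least 10 counts in every library, and 0.9944, 0.9966 and 0.9980 for genes kept by filterByExpr.

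Some log2 fold changes near 0 changed sign, none of them with an adjusted p under 0.05 in the main result. With each library left out in turn, the values in *Δcwf12* ran from -0.19 to 0.30 for *saf5*, -0.051 to 0.038 for *atg5*, -0.14 to 0.24 for *mpn1*, -0.25 to 0.13 for *map2*, -0.56 to 0.43 for *map1*, -0.34 to 0.82 for *mam2*, -0.023 to 0.14 for *ftp105* and -0.029 to 0.065 for *mrpl1*. In *Δsaf5* they ran from -0.13 to 0.038 for *cwf12*, -0.086 to 0.0087 for *prp2*, -0.13 to 0.18 for *map3* and -0.015 to 0.043 for *mfm2*. With at least 10 counts in every library, *atg5* was at 0.0051 in *Δcwf12*. Across the other alternatives, 421 values of named genes kept their direction and their side of an adjusted p of 0.05, whatever their fold change, and 17 lost significance, those of *cbf11*, *mfm1*, *tfb2* and *gtb1* in *Δcwf12* and of *rhb1*, *tfb2*, *mfm3*, *ftp105*, *gtb1* and SPAC869.09 in *Δsaf5*. With each library left out, 18 values changed sign. Of those that kept their sign, 229 moved by at most their standard error in the main result and 65 by more. The cause was not tested. Low counts limit genes such as *meu13*, which has fewer than 10 counts in a WT library and is left out by the filter of 10.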

Differences from the paper's values

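The paper states the induction of 150 genes in *Δcwf12*, and 440 were higher here. None of the alternatives set before the data were examined closed the gap: the number was 396 with DESeq2, 422 with DESeq2 and the unadjusted p, 435 with RLE factors, 442 without a filter, 363 with at least 10 counts in every library, 448 with the unadjusted p, 458 with the fold change alone, 367 with the test against 1.5-fold, 422 with only the strains compared and 440 with the replicate block. With protein-coding genes alone, a setting chosen after seeing the values, 164 genes were higher in *Δcwf12*. The same setting gives 150 genes higher in *Δsaf5*, for which the paper states more than 350. Of the alternatives set before, DESeq2 (316), at least 10 counts in every library (265) and the test against 1.5-fold (268) also gave fewer in *Δsaf5*. The others gave from 356 to 392, and the main result was 373. The paper has fewer genes induced in *Δcwf12* than in *Δsaf5*, whereas here more were higher in *Δcwf12* under each of these settings. With a minimum log2 fold change of 2.25 in place of 1, the order was the paper's, with 71 genes higher in *Δsaf5* and 61 in *Δcwf12*.

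The paper gives correlations above 0.98 for all duplicates. On raw counts, one of the alternatives, r was 0.974 in WT; on the main scale and under the other alternatives it lay above the paper's value in each strain.

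The paper describes *rec10*, *bqt1* and *meu13* as genes that are normally silent in mitotic cells, and states that Mmi1 directs their mRNA to degradation. Here the WT means were 13.0 CPM on *rec10*, 2.14 on *bqt1* and 0.907 on *meu13*, with reads on each in both WT libraries. Low levels of mRNA that escape degradation would not contradict the paper. *rec10* and *bqt1* overlap other genes, so their reads depend on the strand setting, and *meu13* had 5 and 12 counts in WT. The paper presents *saf5* as deleted in *Δsaf5* and states that deletions were checked by PCR. The log2 fold change of *saf5* in these libraries was -0.33.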

Other observations

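The tests in this part were chosen after the results they bear on were seen.

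At a log2 fold change of at least 1, more genes were higher in *Δcwf12* than in *Δsaf5*. The order depends on this threshold and was the reverse from 2.25 to 3.75, with 71 genes in *Δsaf5* and 61 in *Δcwf12* at 2.25. At the threshold of 1, larger libraries do not account for this, since 433 and 371 genes were higher with every library thinned to the smallest total. RLE factors gave 435 and 367, but they moved the median log2 fold change of all genes by little, from 0.016 to 0.0075 in *Δsaf5* and from -0.0049 to -0.012 in *Δcwf12*, so the scaling is left open as an explanation. Over protein-coding genes alone the numbers were 164 and 150, and over long noncoding RNAs 262 and 212. Noncoding RNAs thus made up most of the excess in *Δcwf12*, while the order was the same in protein-coding genes. The difference between the numbers was not tested.

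The fold changes of the deletions were correlated across the 6018 genes, with a Pearson's r of 0.546; genes are not independent replicates. Both share the WT libraries, which may raise r. With a different WT library for each deletion, r was 0.439 or 0.497, so the shared libraries do not account for all of it. An effect common to the deletions cannot be told apart from a difference in strain background, which was not tested.

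The list of mug and meu genes had a median log2 fold change of 0.32 in *Δsaf5*. A rise of weakly expressed genes in general may contribute, as the median of random lists matched on mean expression was 0.19, but the list lay at percentile 98.5 of 10000 such lists. In *Δcwf12* it lay at percentile 56.6. That meiotic genes rise beyond other weakly expressed genes in the libraries labelled *Δsaf5* is a hypothesis from these data, and *saf5* itself was not significantly lower in them.

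The paper relates the splicing defect of *Δsaf5* to transcription level. At the level of gene counts, the more highly expressed 1217 of 2433 intron-containing genes differed in median log2 fold change by -0.21 from the rest in *Δsaf5* (limma's camera with an inter-gene correlation of 0.01, p = 3.6e-09). A loss of reads through intron splicing may be proposed, but intronless genes above the same expression showed a similar difference, -0.23 (the same test and inter-gene correlation, p = 2.7e-07). Gene counts do not measure splicing.

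Primers of S4 Table for the mutations of the *rhb1* reporter were compared with the annotated introns. J1784 and J1872 carry *rhb1* exon sequence of 19 and 7 nucleotides, joined to 16 and 29 nucleotides of intron. Among 5185 introns in ASM294v3, the closest match of the intron part was in both cases the intron of *ctp1* (SPCC338.08, 44 nucleotides, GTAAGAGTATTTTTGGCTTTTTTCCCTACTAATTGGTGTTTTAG), with 0 and 1 mismatches, against 5 and 19 for the first intron of *rhb1*. With positions counted from the start codon of *rhb1* and the *ctp1* intron placed after its first exon, the primers carry G62T and T95C, the names S4 Table gives to these mutations. No explanation was tested.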
